A study of Homo sapiens with 6 samples. Its data were reported in "TaqTth-hpRNA: a novel compact RNA-targeting tool for specific silencing of pathogenic mRNA" (2024).

How the data were processed

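Gene expression was measured by RNA sequencing in 6 libraries of HEK293T cells, a human embryonic kidney line that is easily transfected. There was 1 library in each of 6 groups. The groups combine 3 RNA-silencing tools with a targeting reagent (T) or a non-targeting control (NT). The tools were a small interfering RNA (siRNA), TaqTth with a hairpin probe, and the RNA-guided nuclease Cas13. Per the labels, RNA was taken 72 h after transfection and 1 µg of RNA entered each library. Groups and cell line were taken from the sample titles. The separate cell line field matches the titles for siRNA T alone; in the other 5 libraries the number in the name rises from sample to sample, so the line is not certain.

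The authors selected polyadenylated RNA, sequenced read pairs on an Illumina NovaSeq and computed expression with StringTie 1.3.3b. The deposited values are TPM, a measure of transcript abundance scaled to a fixed total per library, for 20263 genes per file, and each column sums to between 999935 and 999957. The aligner, genome build and gene annotation that the authors used are not stated. TPM divides out both gene length and the total, so the depth of the libraries is unknown and no interval that needs it was computed. Because the values are shares of a fixed total, a rise in a few abundant genes lowers the values of all others. The sample labels name a Vazyme reagent for the RNA and a NEBNext kit for the libraries, whereas the design text of the series and the methods of the study name a Trizol kit and a VAHTS kit. The labels describe plasmids and DNA probes for all samples, the siRNA libraries included, while the methods of the study describe the siRNA transfection separately.

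Genes were named from a table of current symbols, which covered 20148 of the 20263 identifiers. GENCODE 29 on GRCh38, which may not be the annotation used by the authors, held 20224 of them, of which 19722 are protein-coding. It gave positions, overlaps between genes, transcript length, GC content and 3′ UTR sequence. The longest basic protein-coding transcript stood for each gene.

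Log2 ratios were computed on the log2(TPM + 1) scale, which understates the change of genes with low values. Genes with at least 1 TPM in either library of a pair entered a comparison, and a gene was counted when it was at least 2-fold apart. With 1 library per group there are no replicates, so no p-value, standard deviation of replicates or test across genes was computed. The same counts between the 3 NT libraries served as background. These received different reagents, so their spread is not a replicate error. The T against NT pairs of the 3 tools share no library.

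For gene lists fixed before the data were examined, the median log2 ratio was placed among 10000 random lists of the same size matched on mean expression in 20 bins, as a description of these libraries. The lists reported are MAPK output genes, interferon-stimulated genes, integrated stress genes, p53 targets, heat shock genes, mitochondrially encoded genes, immediate early genes, reference genes and other targets of the study (GAPDH, PPIB, APP and ACTB), cytosolic ribosomal protein genes and replication-dependent histone genes. For the siRNA, the seed was read from the strand antisense to the targeted site, which was assumed to be the guide. Genes with a 7-base match in the 3′ UTR were set against 1000 random lists matched on expression and 3′ UTR length, and against 419 control words of the same base composition.

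The genes named are the 4 reference genes and other targets, and for each tool the 5 largest rises and the 5 largest falls. These come from protein-coding or long non-coding genes with at least 10 TPM in 1 library of the pair whose difference exceeded the range of that gene over the 3 NT libraries. This rule, the lists, the main settings and the other settings tried were fixed before the data were examined. Results on some genes and on 1 fixed list are not reported here.

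The alternatives were a pseudocount of 0.1, centring on the median log2 ratio, TPM rescaled without the 13 mitochondrially encoded genes, scaling to 1 common 75th percentile, no filter on low values, a mean of at least 10 TPM, 4-fold and 1.5-fold thresholds, the mean of the 3 NT libraries as the control, and 2 other definitions of the seed match. Removal of a trend with GC content and transcript length, in 20 bins each, was added for counts and lists after the data were seen.

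Shared shifts along chromosomes were measured as the spread of the medians of windows of 30 neighbouring genes, divided by its mean over 1000 shuffles of gene order, among genes with a mean of at least 5 TPM. The computations were tested on simulated data. In a simulation of the Cas13 T against NT comparison over 13847 genes, all 200 genes changed 4-fold were counted in the right direction, and 0 unchanged genes were counted. The changed genes had a mean of at least 10 TPM, and the noise was equal at all levels. That noise was narrower than the measured log2 ratios of the pair, whose standard deviation across genes was 0.34. The simulation thus checks the computation and does not estimate how many unchanged genes are counted in the data. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.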

Results

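The study asked how many transcripts change in HEK293T cells when each of 3 RNA-silencing tools is used. Each tool had 1 library with a targeting reagent (T) and 1 with a non-targeting control (NT), 6 libraries in all, with no replicates. TaqTth is a compact nuclease guided by a hairpin probe. Cas13 is an RNA-guided nuclease, and the siRNA acts through the RNA interference machinery of the cell. Between 12963 genes (siRNA T) and 13922 genes (siRNA NT) reached 1 TPM.

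In the siRNA pair 2907 genes were at least 2-fold apart, 20.6% of those compared, with 497 higher and 2410 lower in T. After centring on the median log2 ratio the split was 1152 higher and 1038 lower. In the TaqTth pair 267 genes (1.96%) were at least 2-fold apart, 171 higher and 96 lower. In the Cas13 pair there were 228 (1.63%), 137 higher and 91 lower. The 1.5-fold threshold moved the siRNA count to 6539 and the 4-fold threshold to 386. The width from the 5th to the 95th percentile of log2 ratios was 2.39 for the siRNA, 1.08 for TaqTth and 0.91 for Cas13.

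The same measure between NT libraries gave a background. Between the siRNA NT and the Cas13 NT library 296 genes were at least 2-fold apart, 211 higher and 85 lower with the siRNA, or 156 and 102 after centring. Between the siRNA NT and the TaqTth NT library there were 3032, 2576 higher and 456 lower with the siRNA, or 783 and 1308 after centring. Between the TaqTth NT and the Cas13 NT library there were 2659, 604 higher and 2055 lower with TaqTth, or 1315 and 796 after centring. The siRNA count of 2907 was thus far above the background between siRNA NT and Cas13 NT, and between those of the 2 NT comparisons that include TaqTth. The files of the TaqTth libraries list genes in another order than the other 4 files. If that order marks a separate processing run, the run and the tool cannot be told apart for TaqTth, because no file of another tool has this order. Within each tool, T and NT share 1 order.

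**Figure D1:**
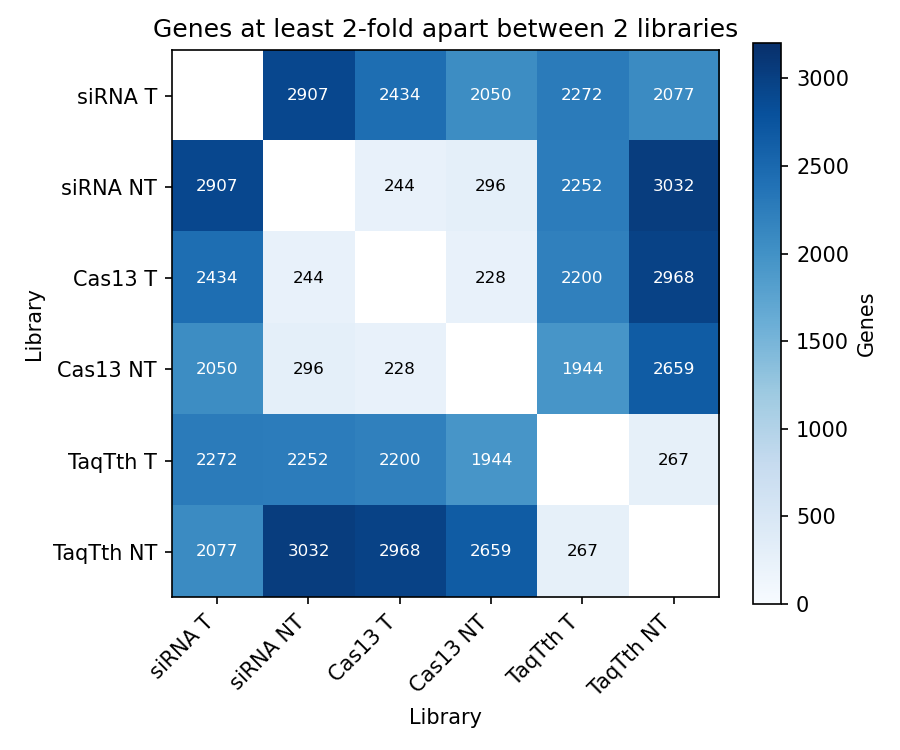
Number of genes at least 2-fold apart on the log2(TPM + 1) scale between each 2 of the 6 libraries (both axes). The siRNA NT and the Cas13 libraries lie close together, with 228 to 296 genes apart, and the siRNA T library differs from each other library by 2050 to 2907 genes. The TaqTth libraries differ from the siRNA NT and the Cas13 libraries by 1944 to 3032 genes.

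Across genes, which are not independent replicates, the log2 ratios of the siRNA pair ran against those of TaqTth (Spearman coefficient -0.22 over 13372 genes) and of Cas13 (-0.21 over 13790 genes). The coefficient between TaqTth and Cas13 was 0.01 over 13352 genes. Of the genes at least 2-fold apart, 40 were shared by TaqTth and Cas13, where independent lists would share 3.57, and 27 of them had 1 direction. The siRNA shared 109 with TaqTth (45.1 for independent lists, 31 in 1 direction) and 70 with Cas13 (39.6 for independent lists, 31 in 1 direction). These expectations treat each gene as equally likely to pass, so an excess does not show a shared effect. Among genes with at least 10 TPM in 1 library of the pair, 47.7% of those 2-fold apart with TaqTth overlap another listed gene, against 36.8% of the rest. The shares were 50.4% against 35.6% with Cas13 and 36.8% against 35.6% with the siRNA. Transcript length was nearly unrelated to the log2 ratio, with Spearman coefficients of -0.03 for the siRNA, -0.06 for TaqTth and 0.02 for Cas13. GC content gave 0.25, 0.14 and -0.24.

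The fixed gene lists are given relative to the median of all genes in the same pair, which was -0.39 for the siRNA, 0.06 for TaqTth and 0.03 for Cas13. In the siRNA pair the p53 targets lay at -2.19, the replication-dependent histone genes at -0.64 and the integrated stress genes at -0.24. The mitochondrially encoded genes lay at 2.73, the interferon-stimulated genes at 2.34, the immediate early genes at 1.09, the MAPK output genes at 1.06 and the ribosomal protein genes at 0.78. Each of these 8 lists was outside the middle 95% of its random lists. Heat shock genes (0.11) and the reference genes and other targets (0.88) were inside it. In the TaqTth pair the p53 targets (0.56) and integrated stress genes (0.29) were above the random range. The mitochondrially encoded (-0.83), interferon-stimulated (-0.35), heat shock (-0.33) and histone (-0.29) genes were below it. The MAPK output (0.26), immediate early (0.20), ribosomal protein (-0.02) and reference genes (-0.20) were inside. In the Cas13 pair the histone genes (0.23), mitochondrially encoded genes (0.12) and ribosomal protein genes (0.01) were above the random range. The p53 targets (0.02), interferon-stimulated (0.13), integrated stress (-0.13), MAPK output (0.06), immediate early (0.11), heat shock (0.03) and reference genes (-0.19) were inside.

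**Figure D2:**
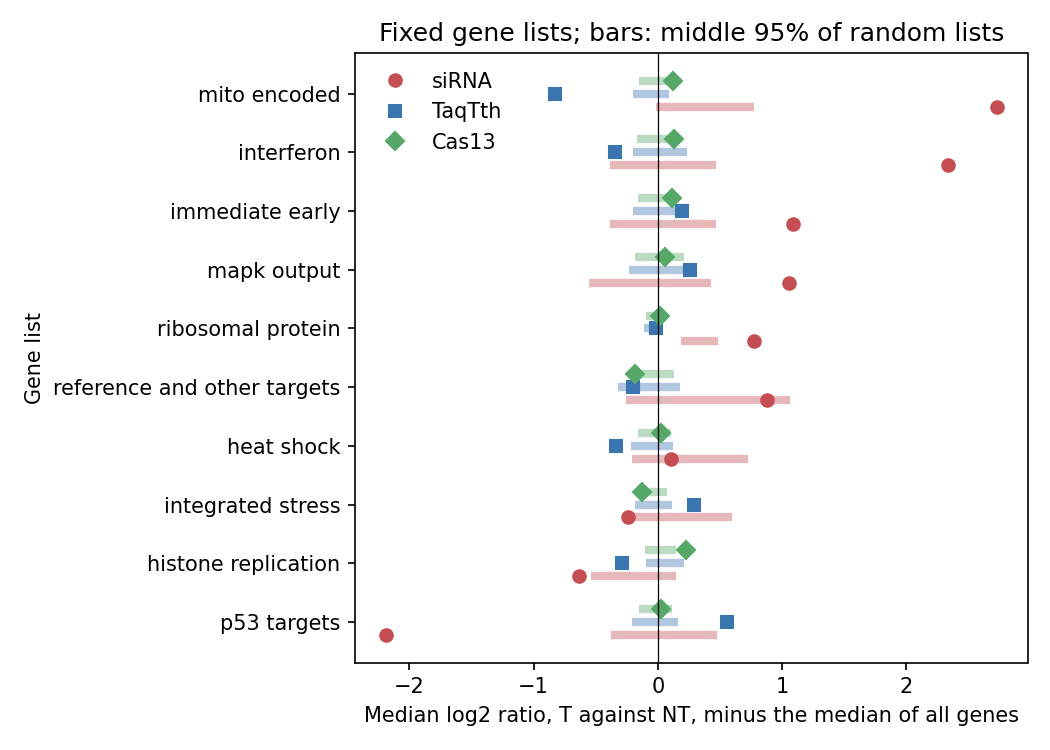
Median log2 ratio of each fixed gene list in T against NT, minus the median of all genes (horizontal axis), for the 3 tools (points). Pale bars mark the middle 95% of random lists of the same size and expression, and the p53 targets range from -2.19 with the siRNA to 0.56 with TaqTth.

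Genes with a seed match of the siRNA in the 3′ UTR, 1815 of the 13680 tested, had a median log2 ratio of -0.48 in the siRNA pair. The middle 95% of random lists matched on expression and 3′ UTR length ran from -0.45 to -0.39. Against control words of the same base composition the seed match stood at percentile 3.58, with a difference of -0.05 from genes without a match. In the TaqTth pair the percentile was 21.7 and in the Cas13 pair 84.7. Among random lists these pairs stood at percentiles 10.9 and 97.5.

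Among genes with at least 10 TPM in 1 library of the pair, 3921 of 10406 differed in the siRNA pair by more than their range over the NT libraries. There were 962 of 9389 in the TaqTth pair and 701 of 10200 in the Cas13 pair. The largest falls with the siRNA were RAB32 (-5.92), BEX1 (-5.61), ELSPBP1 (-5.57), INPP5D (-5.14) and DDR2 (-4.85). RAB32 and BEX1 are listed at 0 in siRNA T, against 59.6 and 47.8 TPM in NT. The largest rises were IFIT2 (4.03), BMP2 (3.92), IGLON5 (3.88), HAND1 (3.67) and GATA5 (3.64).

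With TaqTth the largest falls were ENSG00000268643 (-2.86), PRR5-ARHGAP8 (-2.66), FAM110A (-2.23), ENSG00000259316 (-2.11) and FBXO34 (-2.11). The largest rises were ZNF8-ERVK3-1 (2.69), CLEC11A (2.52), FMC1-LUC7L2 (2.46), BLCAP (2.01) and CDK3 (1.94). With Cas13 the falls were ENSG00000268643 (-3.33), MEX3C (-2.66), ENSG00000256591 (-2.52), TLCD3A (-1.96) and ZNF48 (-1.83). The rises were SENP3-EIF4A1 (6.69), ENSG00000257390 (3.63), ENSG00000283782 (3.47), ZNF791 (2.10) and DAG1 (1.93). Of these 20 values, 14 belong to genes that overlap another listed gene, where the reads can be split between genes.

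GAPDH differed by 0.66 in the siRNA pair, 0.19 with TaqTth and -0.13 with Cas13. ACTB differed by 0.44, -0.12 and -0.16, and PPIB by 0.53, -0.16 and -0.16. APP differed by -0.27, -0.19 and -0.32, and its siRNA value changed to 0.12 after centring.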

Values the study reported

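The study reported about 1474 genes up-regulated and 6649 genes down-regulated in the siRNA group against its NT control.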

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

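All tests in this part were chosen after the results were seen. Each item below is a gene list that lay outside the range of its random lists in opposite directions with 2 tools. The difference between the tools was not tested, since each pair has 1 library per group.

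The p53 targets differed between the siRNA and the TaqTth pair by -2.75 in median log2 ratio relative to all genes. After a trend with GC content and transcript length was removed, the list was at -2.05 in the siRNA pair (from -2.19) and at 0.55 in the TaqTth pair (from 0.56), still outside the random range in both, which argues against that trend as the whole cause. The median level of the list was 86.4 TPM in siRNA NT, 81.9 in Cas13 NT and 77.5 in Cas13 T, against 34.0 in TaqTth T, 20.6 in TaqTth NT and 15.2 in siRNA T. The NT libraries thus differed by more than the TaqTth pair did, with no targeting reagent. The reagents of the tools could add to the spread of the NT libraries. TaqTth T and NT share 1 tool, so a difference between tools cannot explain the TaqTth side. A difference between cultures stays open for that side. A response to the treatment stays open as well.

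The mitochondrially encoded genes differed by 3.56 between the same pairs. Lists are set against the median of all genes, so centring only restates the -0.83 of the TaqTth pair and is no test of the scale of a whole library. After the trend was removed the TaqTth pair was at -0.77. Their share of all TPM was 3.26% in siRNA T and 0.596% in siRNA NT, 3.41% in TaqTth T and 5.61% in TaqTth NT, and 0.393% and 0.369% in Cas13 T and NT. RNA selection that differed between libraries and a change in the cells stay open.

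The interferon-stimulated genes differed by 2.69. With the trend removed the TaqTth pair was at -0.31, from -0.35. The rise was in the siRNA T library alone. IFIT1 was 534 TPM there and between 40.5 and 59.0 TPM in the other 5 libraries. A response to any siRNA transfection would also raise the library labelled siRNA NT. Of IFIT1, IFIT2, IFIT3, ISG15 and RIGI, the highest ratio of siRNA NT to the highest TaqTth or Cas13 library was 1.04, for RIGI. A response to this one siRNA stays open.

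The integrated stress genes differed by -0.53, the smallest of the 5 differences. Its percentile of 99.98 among random lists in the TaqTth pair is what set it apart and is no test of a library-wide scale, which moves the random lists with the list. With the trend removed it was at 0.30 in the TaqTth pair, from 0.29. In the siRNA pair it moved from percentile 1.38 to 2.63, barely inside the random range, so the trend could account for the siRNA side and that side is weak.

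The replication-dependent histone genes differed by -0.87 between the siRNA and the Cas13 pair. With the trend removed the Cas13 pair was at 0.23, as before. These transcripts mostly lack a poly(A) tail and the medians of the 30 tested in the Cas13 comparison lay between 1.26 and 4.28 TPM over the 6 libraries, so uneven poly(A) selection stays open and was not tested.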

How the results depend on the processing

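The trend removal was added after the data were seen; the other alternatives were planned. Counts of genes at least 2-fold apart followed the threshold and the filter by construction. At 4-fold they were 386 (siRNA), 32 (TaqTth) and 29 (Cas13), and at 1.5-fold 6539, 1245 and 833. With a mean of at least 10 TPM, fewer genes were compared and the counts were 1463, 142 and 114. Between NT libraries that filter gave 1926 (siRNA and TaqTth), 126 (siRNA and Cas13) and 1654 (TaqTth and Cas13). A pseudocount of 0.1 gave 605 for TaqTth, 423 for Cas13 and 600 between siRNA NT and Cas13 NT. Against the mean of the 3 NT libraries the counts were 1755 for the siRNA (382 higher, 1373 lower) and 618 for TaqTth (87 higher, 531 lower). The Cas13 count was 203 (75 higher, 128 lower), so for TaqTth and Cas13 the larger share changed from higher to lower. The median of all genes in the TaqTth comparison was then -0.22. This control includes siRNA NT and Cas13 NT. The median log2 ratio was 0.45 for siRNA NT against TaqTth NT and -0.36 for TaqTth NT against Cas13 NT. The TaqTth shift therefore carries the difference between NT libraries of different tools. The cause of that difference, and of the change for Cas13, was not tested. Under each of these alternatives the siRNA count stayed the highest of the 3 tools.

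The median log2 ratio of the siRNA pair moved to -0.078 with the common 75th percentile and to -0.20 with no filter, which adds genes near 0. Centring sets the median to 0 by construction and was not counted for it. The fixed lists reported kept their place inside or outside the random range with a pseudocount of 0.1. With the trend removed, the mitochondrially encoded genes in the Cas13 pair (0.047, percentile 95.41) and the integrated stress genes in the siRNA pair (-0.17, percentile 2.63) moved inside it, and the other reported lists kept their place.

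Among control words the siRNA seed stood at percentile 3.58 as defined, 1.69 with a 6-base match and 2.86 with a 7-base match anywhere in the transcript. Among random lists it stood at 0, 15.3 and 0. In the same order, TaqTth stood at 21.7, 8.47 and 27.7 among control words and at 10.9, 42.2 and 1.0 among random lists. Cas13 stood at 84.7, 98.3 and 89.7 and at 97.5, 80.7 and 100. The place among random lists thus depended on the definition in each pair, and it was also extreme in pairs that received no siRNA. The cause was not tested.

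Of 168 values of single named genes under the alternatives, 55 changed by at least 0.1 (log2), a limit set after the data were seen, 2 of them in sign. Centring shifts each gene of a pair alike. It changed all 14 values of the siRNA pair, and so did the common 75th percentile, which also changed 1 value of Cas13 and shifts genes by unequal amounts on this scale. Both sign changes were among these: APP in the siRNA pair, at 0.12 with centring and 0.060 with the common 75th percentile. The other 26 changes came with the pseudocount of 0.1. A count-based scaling planned for count files was not run, since the values are TPM. No paired analysis was run. Within a tool none was possible because each group has 1 library. Pairing T with NT across the tools would have been possible but was not done. Unknown depth limits what can be said of genes with low values.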

Other observations

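The tests of NT libraries, gene order, centring, GC and length trend, low values, the seed share among lowered genes, the removal of window medians, the exchange with centred ratios and the neighbours of overlapping genes were chosen after the results were seen. The other tests in this part were written down before they were run.

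The siRNA T library stood apart from the other 5, by 2050 to 2907 genes. It was not alone in this, since the TaqTth libraries differed from siRNA NT and the Cas13 libraries by 1944 to 3032 genes. Several technical explanations for the 2907 genes at least 2-fold apart in the siRNA pair were tested. If the siRNA NT library were the one out of place, it would lie far from Cas13, but it differed from Cas13 NT by 296 genes. After centring 2190 genes were still at least 2-fold apart, and after removal of the GC and length trend 2770. Among genes with a mean of at least 10 TPM the share was 14.9%, against 1.45% for TaqTth and 1.16% for Cas13. None of these accounts for the bulk of the difference. The order of genes in the files is the same for siRNA T, siRNA NT and Cas13 NT, so it marks no run that would set siRNA T apart, and the 2050 genes between siRNA T and Cas13 NT are no separate test. A run that the order does not mark was not tested. The study reported, from a gel of total RNA, that RNA integrity was significantly reduced with the siRNA. No measure of RNA integrity was available per library, so lower integrity in siRNA T was not tested and stays open. Transcript length was nearly unrelated to the log2 ratio of the siRNA pair (Spearman coefficient -0.03), which is no direct measure of integrity.

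Among the tested explanations, a pair stays open for part of the pattern. One is a different copy number of chromosome segments, as in cells of another stock or subline. The spread of window medians was 1.65 times that of shuffled gene order in the siRNA pair, against 1.08 for TaqTth, 1.05 for Cas13 and 1.14 for siRNA NT against Cas13 NT. The siRNA T library gave between 1.60 and 1.69 against each of the other 5. The shifts are small: of the 1627 genes in these windows that were at least 2-fold apart after trend removal, 78.9% (1283) stayed so once the median of their window was taken out, which argues against segments of this size as the whole cause. The window shifts are consistent with another stock, but neighbouring genes can also be regulated together, no genotype was examined, other differences between stocks were not tested, and the cell line field of the labels differs between libraries. The other is an axis of variation shared with other libraries. The siRNA ratios correlated with TaqTth NT against Cas13 NT (Spearman coefficient 0.26 across genes, 0.21 with the GC and length trend removed) and with TaqTth T against Cas13 T (0.25, and 0.16 with the trend removed). Such an axis covers at most part of the pattern. The siRNA seed stood at percentile 3.58 among control words, with a shift of -0.05. Of the 2299 lowered genes tested, 13.7% had a match, against 13.3% of all tested genes, so direct seed matches do not account for the lowered genes as a set. A response to this siRNA by another route was not tested and stays open.

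6 genes were below 1 TPM in siRNA T and at least 10 TPM in each of the other 5 libraries, among them RAB32, BEX1, SV2A, ELSPBP1 and RASL10B, singled out after their values were seen. RAB32 is listed at 0 in siRNA T and was between 48.9 and 67.8 TPM elsewhere. Seed matches of the siRNA would be the simplest link, but 0 of the 6 had one. GATA5 and SERPINB2 showed the opposite pattern. No other library had more than 1 such gene in either direction.

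An effect that the 3 targeting reagents share would give more genes at least 2-fold apart in 1 direction with all tools than T and NT exchanged in 1 tool. There were 5 such genes: NRN1 and DAG1 higher in T, and UBE2Z, ZNF48 and ENSG00000268643 lower, named after their values were seen. Exchanged, there were 7 (siRNA), 2 (TaqTth) and 4 (Cas13), but the siRNA pair has far more lower than higher genes, which favours the first of these. With centred ratios there were 4 as labelled, the same genes without ZNF48, against 6 (siRNA), 2 (TaqTth) and 3 (Cas13). The counts are too few to decide.

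Of the largest changes with TaqTth and Cas13, 14 values belong to genes that overlap another listed gene, and reads split differently between them could be the source. The summed TPM of gene and neighbours changed less than 2-fold for 11. That does not decide it, because for 11 the sum would have stayed below 2-fold with the neighbours fixed. Same-strand neighbours offset the larger part of the change for 5. In TPM times transcript length, reads split differently between overlapping genes would move the overlapped genes the opposite way. They did so by at least 50% of the named gene's change for 7 of the 11 and by less for 1 (ENSG00000268643 with Cas13, -49.1%). For 3 they moved the same way: ENSG00000268643 (171.5%), ENSG00000259316 (51.5%) with TaqTth and ENSG00000256591 (64.9%) with Cas13, which goes against moved reads there. Abundant overlapped genes can hide or mimic moved reads by changes of their own, so for these 11 changes in the genes and in read assignment cannot be told apart without reads. BLCAP, ZNF48 and ZNF791 overlap listed genes on the other strand only, which are at most 4.95 TPM. The overlapped gene changed by between -2.39% (ZNF791, the opposite direction) and 0.71% (BLCAP) of the named gene's change, which argues against reads moved between listed genes for these 3. Overlaps with unlisted genes were not examined.

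The siRNA counts here were 497 higher and 2410 lower genes. Both are lower than the values quoted from the study above. At 1.5-fold there were 1190 higher and 5349 lower, closer to those values. The cause of the gap was not tested.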
